A study of Mus musculus with 6 samples. Its data were reported in "Identification of the Potential Gene Regulatory Networks and Therapeutics in Aged Mice With Postoperative Neurocognitive Disorder" (2021).

How the data were processed

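Circular RNA (circRNA) was sequenced from the prefrontal cortex of 6 male C57BL/6 mice aged 18 months. That age is from the age label and the methods of the study, whereas the sample titles give a different age. CircRNAs are closed RNA loops made by back-splicing, and a read across the back-splice junction is what counts as evidence for one. By the treatment label, 3 mice had isoflurane anesthesia plus exploratory laparotomy (the PND group, named for the postoperative neurocognitive disorder that the procedure models) and 3 were untreated (the CON group). The PND mice breathed 1.5% isoflurane for 30 min before an operation of 30 min, which was also done under isoflurane. According to the paper, cortex was taken days after the operation, once the Barnes maze test was done. Mice were deeply anesthetized with isoflurane for this, so untreated refers to the procedure of the PND group. Replicate numbers 1 to 3 came from the sample titles. They are different mice, and the labels give no cage, litter, library or sequencing batch.

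According to their methods, the authors removed rRNA, digested linear RNA with RNase R, sequenced on an Illumina HiSeq platform, filtered reads with Seqtk, mapped them with BWA-MEM, and called back-splice junctions with CIRI. They then merged circRNAs over samples by position and renumbered them. The genome build and the versions of the mapping and calling tools are not stated. The signal values deposited by the authors are SRPBM, junction reads scaled by the mapped reads of the sample, with each sample in its own file and the same 71481 identifiers in every file. The files list identifiers only and do not pair them with genes, positions or circRNA types. The planned comparisons by host gene, by exonic origin, and for the circRNAs that the study took to qRT-PCR or to its interaction network were therefore not made, and no genome annotation was used.

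The values were checked for what they are made of. Within each file every value was a whole multiple of a single step, to within 3.42e-06 of a step, for 100% of values. The step was set so that the smallest positive value was 2 steps, taken as the smallest number of junction reads reported for a circRNA. In each file, 3820 to 6074 circRNAs lay at exactly 3 steps, so the smallest value cannot itself be a single read. In every file, 1000000000 divided by the step and by 150 was a whole number to within 0.0024. Of the whole factors up to 1000, only 50, 75 and 150 gave whole numbers in all 6 files, to within 0.01, and divisors of a factor that fits can do so too. The largest, 150, was taken as the factor, so that SRPBM was read as junction reads × 1000000000 / (read total × 150), with a different read total in each sample. The junction reads do not depend on this choice. The read totals and percents of read total rest on it, but a smaller factor would change them by the same multiple in every sample. RNase R digestion leaves the SRPBM scale dependent on how completely linear RNA was removed, because linear reads enter the read total. Reads carry no molecular identifiers, so intervals and floors cover counting error only.

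The main comparison used limma 3.58.1 in R 4.3.3 on log2(SRPBM + 0.256), with a mean-variance trend and group as the only term. The pseudocount is the median over samples of the smallest positive value. Fold changes on this scale understate the change of low circRNAs. CircRNAs with a value above 0 in at least 3 of the 6 samples, whatever their group, were tested, and p-values were adjusted by the Benjamini-Hochberg method. A second rule followed the screening rule of the study: unadjusted p under 0.05 and a change of more than 2-fold between group means of SRPBM. A group mean of 0 counted as past 2-fold. The authors screened with edgeR and limma. The values were deposited as normalized signal, so the limma design planned for such values was used. A count model on the recovered reads, planned as an alternative, was not run, and limma voom on those reads was fitted instead. Measures with a single value per sample were compared by exact permutation tests, two-sided, over the 20 assignments of labels, for which 0.1 is the smallest p possible.

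CircRNAs to be named were fixed by rule before the data were examined. With fewer than 3 circRNAs passing adjustment, they were those past the screening rule, with no overlap between groups and the smallest p. Of these, only 2 per direction are printed because no gene names are attached, together with the 3 circRNAs of highest mean. Alternatives also fixed in advance were other filters, other scalings, other pseudocounts, limma voom on recovered reads, the replicate number as a block, and leaving out each sample. Thinning of reads to the smallest library, as it bears on the circRNA tests, and limma voom for the adjusted calls and the direction of calls were added after the data were seen. The limma code was tested on simulated negative binomial reads for 33140 circRNAs with the measured means and read totals. Of 181 changed circRNAs that passed the filter, 36 were found at adjusted p under 0.05, with 0 false calls. Among 54 changed circRNAs with at least 20 reads on average, 27 were found, and the direction was right in 100%. Of unchanged circRNAs, 4.75% had an unadjusted p under 0.05. The screening rule, which does not adjust, called 982 unchanged circRNAs among the 30521 tested in the simulation.

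The read total ranged from 48404511 to 57877627 per sample and the recovered junction reads from 930306 to 1320298. A circRNA is reported only from 2 reads, and 3 reads, the floor used here, correspond to SRPBM of 0.346 to 0.413 depending on the sample. Figures were drawn with matplotlib 3.10.9.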

Results

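RNase R-treated RNA from the prefrontal cortex was sequenced to profile circRNAs in aged mice after anesthesia and surgery (PND group, n = 3) and in untreated aged mice (CON group, n = 3). A total of 71481 circRNAs were listed. Expression was given as SRPBM, which scales back-splice junction reads by the read total of the sample. The recovered junction reads numbered 1320298, 1299221 and 1265683 in PND replicates 1 to 3, and 1015247, 930306 and 967941 in CON replicates 1 to 3. With the factor of 150 in the SRPBM scale, these were 2.28%, 2.53% and 2.19% of the read total in the PND group and 2.10%, 1.82% and 1.84% in the CON group. Counting error was small at this depth, with a 95% Wilson interval of 1.814% to 1.821% for CON replicate 2, the smallest library. No 2 samples held identical values.

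The first question was whether the amount and number of circRNAs differed between the groups. Total circRNA signal, which is proportional to the percent of junction reads above, was 155560 ± 11622 SRPBM in the PND group and 127858 ± 10392 SRPBM in the CON group (mean ± SD, n = 3 each). The PND mean was 1.22 times the CON mean, and all PND samples lay above all CON samples (exact permutation test, two-sided, p = 0.1). The number of circRNAs with a value above 0 was 39947 ± 789 in the PND group and 30646 ± 3605 in the CON group (mean ± SD, n = 3 each), with an exact permutation p of 0.1. The spread in the CON group came from replicate 1, which had 34790 detected circRNAs against 28239 and 28908 in replicates 2 and 3. When all libraries were thinned to 930306 junction reads, the PND libraries kept between 34372 and 35296 circRNAs. CON replicate 1 kept 33548, and CON replicates 2 and 3 kept 28239 and 28618. The difference in group means then fell from 9302 to 4618 circRNAs. The 100 most abundant circRNAs took 21.5% ± 0.18 of the signal in the PND group and 23.03% ± 0.85 in the CON group (SD, n = 3 each, exact permutation p = 0.1). Across these 3 measures and the median fold change given later, all 4 exact tests gave an adjusted p of 0.1, the smallest that 3 against 3 samples allow, so none can pass 0.05.

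**Figure D1:**
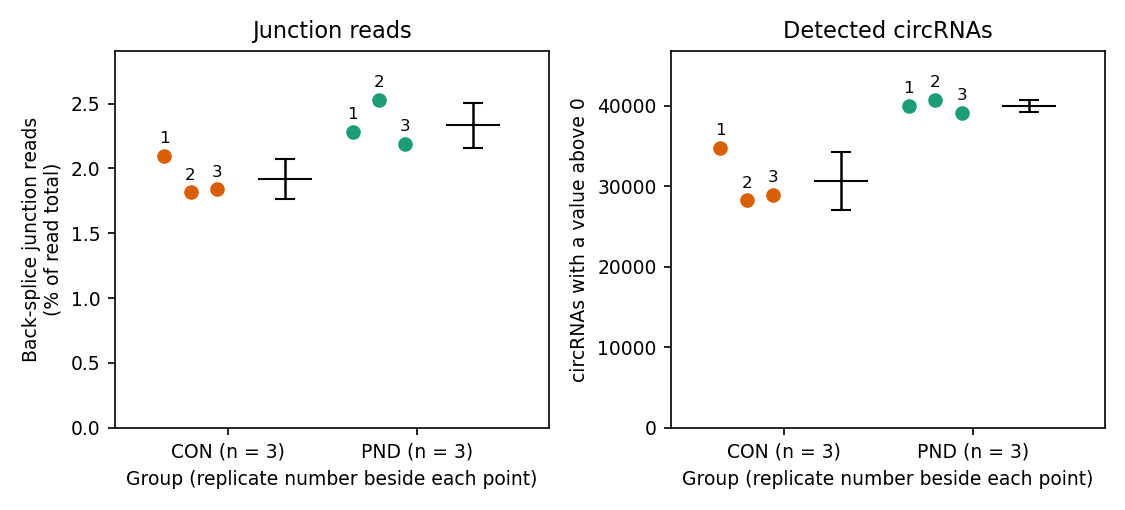
Back-splice junction reads as percent of the read total (left panel) and number of circRNAs with a value above 0 (right panel) for each library, with replicate numbers beside the points and group mean ± SD in black. Every PND point lies above every CON point in both panels, and CON replicate 1, with 34790 circRNAs, is the CON point nearest to the PND group.

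Most listed circRNAs were rare. A value above 0 was found in a single sample for 28502 circRNAs (39.9%), which together held 1.23% of the signal. In contrast, 15975 circRNAs (22.3%) were found in all 6 samples and held 92.5% of the signal. A total of 1093 circRNAs were found in all 3 PND samples and no CON sample, and 69 in all 3 CON samples and no PND sample. The other 18 combinations of 3 samples held between 104 and 733 circRNAs. These counts were taken without thinning, and the PND libraries had more junction reads, which favours circRNAs found in PND samples only. The most abundant circRNA over all samples, circRNA.66028, had 2194 ± 255 SRPBM in the PND group and 2085 ± 58.1 SRPBM in the CON group (mean ± SD, n = 3 each). It was followed by circRNA.24524 with 825 ± 43.3 against 866 ± 91.6 SRPBM, and by circRNA.90035 with 818 ± 58.7 against 855 ± 103 SRPBM. For these 3 circRNAs, with 5340 to 20297 reads per sample, the difference between groups was smaller than the larger of the group SDs and did not pass the limma test (adjusted p of 0.885, 0.877 and 0.894).

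The libraries were then compared with each other on the log2 scale over the 33140 circRNAs found in at least 3 samples. Pearson correlations across circRNAs, which are not independent replicates, were 0.881 to 0.887 among the PND libraries. CON replicate 1 correlated with the PND libraries at 0.868 to 0.875, and with CON replicates 2 and 3 at 0.828 for each. CON replicates 2 and 3 correlated with each other at 0.841. On the first principal component, with 36.4% of the variance, the PND libraries lay at 0.21 to 0.45, CON replicate 1 at 0.20, and CON replicates 2 and 3 at -0.58 and -0.55. CON replicate 1 thus lay beside the lowest PND library on this component and apart from the other CON libraries.

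**Figure D2:**
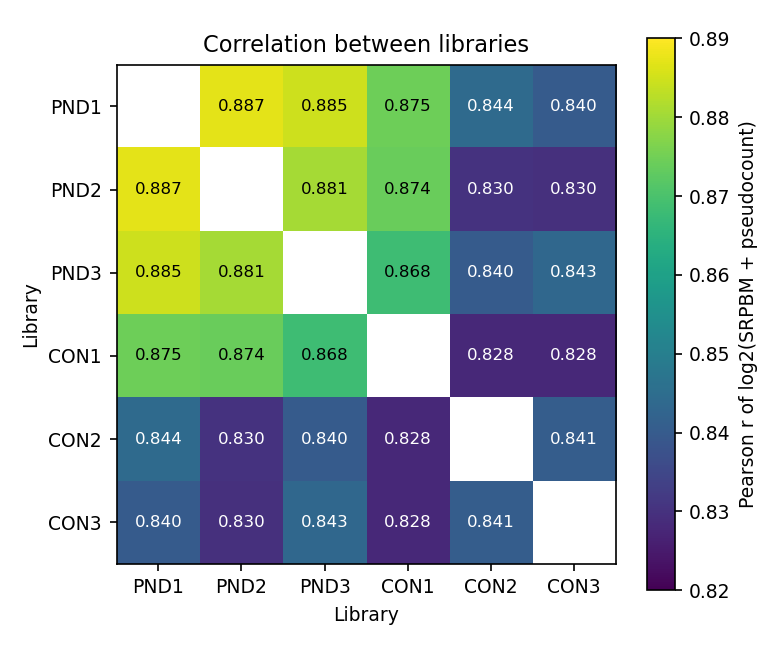
Pearson correlation of log2(SRPBM + 0.256) between each pair of libraries across 33140 circRNAs, as a colour grid with the value written in each cell and the diagonal left blank. CON replicate 1 has higher values with the PND libraries (0.868 to 0.875) than with the other CON libraries (0.828).

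Differentially expressed circRNAs between the PND group and the CON group were the main question of the design. Of 33140 circRNAs tested with limma, 1 had a Benjamini-Hochberg adjusted p under 0.05, and it was higher in the PND group. This count depended most on the filter among the choices applied to all 6 samples: it was 453 with every listed circRNA tested, and 115 when only circRNAs present in all 6 samples were tested. At an unadjusted p under 0.05 there were 4494 circRNAs (13.6% of those tested), where 1657 is the number expected if none differed. CircRNAs are not independent, so a count can lie far from 1657. Divisions of the 6 libraries that mix the groups gave 785 to 4027. Of the 4494 circRNAs, 4273 were higher and 221 lower in the PND group. With the screening rule of a change of more than 2-fold and an unadjusted p under 0.05, 3144 circRNAs were called. They included 2961 up-regulated and 183 down-regulated circRNAs, so that 94.2% were higher in the PND group. The same rule called 982 unchanged circRNAs among 30521 tested in the simulated reads. Those reads were drawn from the measured means and read totals, which do not carry the resemblance between particular libraries. The 982 is therefore not the number of calls to expect without a treatment effect. Divisions of the 6 libraries that mix the groups gave 737 to 2787 calls under this rule. The median adjusted p of the 3144 called circRNAs was 0.285. The groups did not overlap for 5673 circRNAs (17.1% of those tested, where 10% is given by chance), of which 5087 were higher and 586 lower in the PND group. Among the 3144 called circRNAs, the groups overlapped for 496.

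The called circRNAs were mostly of low abundance. Their median depth was 4.33 reads per sample, against 5.67 for all tested circRNAs, and 1702 of them (54.1%) had fewer than 5 reads on average. A total of 1062 had no reads in any CON sample and 69 had none in any PND sample. At this depth a circRNA without reads in a sample can be present below the 2-read limit. Of the 6997 tested circRNAs with at least 20 reads on average, 379 were called, and 376 of these were higher in the PND group.

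The direction of the calls was set against the scale of the values. The median log2 fold change of all tested circRNAs was 0.36, and 74.5% of them lay above 0 (exact permutation test of the median over sample labels, two-sided, p = 0.1). It was 0.37, 0.44, 0.36 and 0.30 in 4 equal bins of tested circRNAs from the lowest to the highest number of reads. When every library was scaled to the same total circRNA signal, the median fell to 0.17, and centring on circRNAs present in all 6 samples gave 0.13. The calls then numbered 2337 and 2262, of which 85.3% and 82.2% were higher in the PND group. With reads thinned to the smallest library, an alternative chosen after the data were seen, 1860 circRNAs were called and 78.3% were higher.

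**Figure D3:**
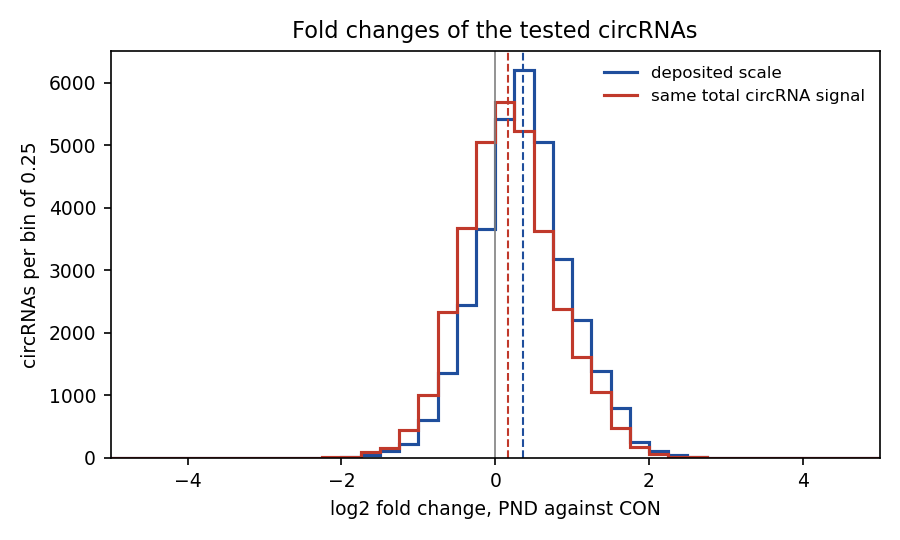
Number of tested circRNAs (vertical axis) by log2 fold change of PND against CON in bins of 0.25 (horizontal axis), for the deposited SRPBM scale (blue) and after scaling each library to the same total circRNA signal (red), with dashed lines at the medians and a grey line at 0. Both medians, 0.36 and 0.17, lie to the right of 0.

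The circRNAs with the smallest p in each direction were as follows, each with 3 samples per group. circRNA.49255 had 6.95 ± 1.77 SRPBM (SD) in the PND group, from 47 to 78 reads per sample, and no reads in the CON group. Set against the floor of 3 reads it was at least 17.6-fold higher in the PND group, with a log2 fold change of 4.79 (SE 0.44) and a limma adjusted p of 0.0011, and it was the single circRNA that passed adjustment. With limma voom on the recovered reads its adjusted p was 0.0856, and over the 12 alternatives in which it was tested the adjusted p ranged from 9.58e-18 to 0.0856. The lowest value came with no filter, where the values and log2 fold change of circRNA.49255 were unchanged and only the set of circRNAs tested differed. circRNA.105570 had 3.24 ± 0.25 SRPBM in the PND group, from 26 to 28 reads per sample, and no reads in the CON group, which made it at least 8.22-fold higher. Its log2 fold change was 3.77 (SE 0.51) and its limma adjusted p was 0.056. In the other direction, circRNA.45340 had 0.74 ± 0.50 SRPBM in the PND group and 2.96 ± 0.60 SRPBM in the CON group. Its log2 fold change was -1.79 (SE 0.44, limma adjusted p of 0.28). circRNA.95805 had 2.36 ± 0.15 SRPBM in the PND group and 5.74 ± 1.51 SRPBM in the CON group, with a log2 fold change of -1.16 (SE 0.29, limma adjusted p of 0.28). Neither of these decreases passed adjustment. With every library scaled to the same total circRNA signal, the log2 fold changes were 4.66 and 3.65 for the 2 increases and -2.03 and -1.43 for the 2 decreases.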

Values the study reported

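The study reported that 71481 circRNAs were identified in the prefrontal cortex. It reported 1192 circRNAs as differentially expressed in the PND group by a fold change above 2 and a p-value under 0.05, of which 1025 were up-regulated and 167 down-regulated.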

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

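The tests with limma voom for adjusted calls and direction, and with thinned reads for all calls, were chosen after the data were seen. The median fold change, total signal and number of detected circRNAs kept their direction under every alternative run for them. Their exact tests could not pass 0.05 in any setting, so this is a statement on direction only. The median log2 fold change ranged from 0.13, after centring, to 0.52 and the difference in detected circRNAs from 2800 to 11374.

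The count of circRNAs with an adjusted p under 0.05 was also 1 in the upper 25% by mean value, at the same total signal, after centring, after thinning and without CON replicate 3. It was 453 with no filter, although only 7 of those 453 were found in fewer than 3 samples, and 115 among circRNAs present in all 6 samples, a filter that removes circRNAs lost from a group. It was 0 with a pseudocount of 0.0641 (4095 at unadjusted p under 0.05), 2 with a pseudocount of 1.03, and 0 with limma voom (4931 at unadjusted p under 0.05). With the replicate number as a block it was 162, all higher in PND. Same-numbered libraries did not deviate together from their group means (mean correlation -0.00085), and they are different mice. Across the 6 fits that each left out a sample it ranged from 1 to 745, the highest being without CON replicate 1. circRNA.49255 was not tested in the 3 fits that left out a PND sample, because it then had a value above 0 in only 2 samples. It was among the calls of the 3 fits that left out a CON sample. A filter leaves the values of a circRNA as they are: circRNA.49255 had a log2 fold change of 4.79 with and without it. The changes with the filter therefore came from the set of circRNAs tested. Over this set limma estimates its variance trend and p-values are adjusted. They are not added evidence for a circRNA. The cause of the other changes in the count was not tested.

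The number past the screening rule was within 1.5 times of 3144 under both scalings, both pseudocounts, the block, voom, no filter and no fold threshold. It was 1132 among circRNAs present in all 6 samples, 484 among the upper 25% by mean value, a set of 8285 circRNAs, and 1860 after thinning. Leaving out a sample gave 1264 to 5807. Of the 5807 calls without CON replicate 1, 2787 were also among the 3144. The percent higher in PND stayed above 50 throughout. It was 92.4 for circRNAs present in all 6 samples, 98.6 in the upper 25%, 85.3 at the same total signal, 82.2 after centring, 78.3 after thinning, and 89.6 to 95.8 with a sample left out.

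For the 4 named circRNAs no direction changed in 54 comparisons. They were chosen for having no overlap between groups. Leaving out a sample, another filter or another pseudocount therefore could not reverse them, so this is little evidence of robustness. In 10 of these the side of the threshold changed, 2 weaker and 8 stronger. The 2 weaker ones were circRNA.49255 with the pseudocount of 0.0641 and with limma voom, at adjusted p of 0.0622 and 0.0856, in a range from 9.58e-18 over 12 alternatives. The planned count model on recovered reads was not run, and host genes, exonic share and the list of circRNAs named by the study gave no value because the files hold identifiers only. Depth limits the screening calls, whose median is 4.33 reads per sample.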

Other observations

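The comparison of the ratio of 2-read to 3-read circRNAs was chosen after the values were seen, and the other tests were set before their own values were seen, on patterns noticed in the same data.

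The number of calls under the screening rule was 3144. That is higher than the value quoted from the study above. The number of up-regulated calls was 2961. That is also higher than the value quoted from the study above.

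CON replicate 1 resembled the PND libraries more than the other CON libraries. Its mean correlation was 0.872 with the PND libraries and 0.828 with CON replicates 2 and 3, a gap of 0.044. If the number of junction reads made this gap, it would close after thinning to the same number of reads, but it was 0.0431. If circRNAs near the 2-read limit made it, it would close among the upper 25% by mean value, but it was 0.0588 there. Without the 100 most abundant circRNAs it was 0.0466. In detection, 1684 circRNAs were found in exactly the 3 PND libraries and CON replicate 1, whereas the other 14 combinations of 4 libraries held 78 to 557. These 4 libraries also had the most detected circRNAs, 34790 to 40708, against 28239 and 28908 in CON replicates 2 and 3. The count of 1684 therefore cannot show a resemblance by itself. A candidate explanation of the gap in correlation is a difference in RNase R digestion, library preparation or calling that CON replicates 2 and 3 share. The ratio of circRNAs with exactly 2 reads to those with exactly 3 reads bears on it, since it reflects how the low end of the library was filled. It was 1.28, 1.29 and 1.33 in the PND libraries, 1.31 in CON replicate 1, and 1.08 in both CON replicates 2 and 3. CON replicates 2 and 3 correlated with each other at 0.841 over all tested circRNAs, hardly more than their mean of 0.838 with the PND libraries, and CON replicate 2 correlated with PND replicate 1 at 0.844. In the upper 25% by mean value they correlated at 0.917 with each other and at 0.889 with the PND libraries. If CON replicate 1 had been exchanged with a PND library, that PND library would lie apart from the other PND libraries. None did: the PND libraries correlated at 0.881 to 0.887 with each other and at 0.830 to 0.844 with CON replicates 2 and 3. On the first principal component they lay at 0.21 to 0.45, against -0.58 and -0.55. These values argue against that exchange. The labels name no batch, so a shared difference cannot be told apart from variation between untreated mice. Nor can it be told apart from an exchange with a mouse outside the 6 libraries, for which no test was available.

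The same structure bears on the group comparison. When the 6 libraries were divided in other ways, PND replicates 1 and 2 with CON replicate 1 against the rest gave 2787 circRNAs past the screening rule, the second highest after the 3144 of the real groups. That division keeps CON replicates 2 and 3 together, as do the splits that set PND replicate 1 with CON replicates 2 and 3 (2101 calls) and PND replicates 1 and 3 with CON replicate 1 (1316 calls) against the rest. The splits that part CON replicates 2 and 3 gave 737 to 833 calls. Of the 4 splits that part all same-numbered libraries, 1 gave as many circRNAs past the rule as the real groups, which was the real one. For circRNAs with an adjusted p under 0.05, 3 of these 4 splits gave as many as the 1 of the real groups, and 4 of all 10 did. The other 6 splits part a single same-numbered pair. The real groups thus had the most calls under the screening rule of all 10 splits, but not the most adjusted calls. With 4 or 10 splits the share cannot go under 0.05 whatever the data show, so these counts do not settle whether grouping by chance would give as many. How much of the excess over chance goes with treatment, and how much with what sets CON replicates 2 and 3 apart, was not separable here.

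The excess of up-regulated calls was not removed by equalizing the libraries. It may come in part from the scale, since the percent higher in PND fell from 94.2 to 85.3 at the same total circRNA signal and to 78.3 after thinning to the same number of junction reads, but neither brought it to 50. An excess in a single direction was not specific to the real groups. In the split of PND replicates 1 and 2 with CON replicate 1 against the rest, 90.5% of calls were higher in the former, and in the split of PND replicate 1 with CON replicates 2 and 3 against the rest, 11.8% were. Linear RNA left by digestion enters the read total as a single factor per library, which both of these remove, so it would not account for all of the excess. For the total circRNA signal itself this was not tested.

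Identifier numbers carried information although no positions are attached. The highest is 134782, and 63301 of the numbers from 1 to 134782 are not listed. For 10546 pairs of tested circRNAs with consecutive numbers, the Spearman correlation of log2 fold change was 0.138, across circRNAs, and the highest of 1000 shuffles was 0.0266. In 128 pairs both members were up-regulated under the screening rule, against a mean of 83.7 and a maximum of 124 in the shuffles. This is consistent with numbers that follow genomic order, so that neighbours often share a host gene and move together. Calls from the same host gene would then not be independent. A shared error, such as reads of a single junction placed at a pair of close positions, was not tested.

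The first 500 lines of each file were not in identifier order, while all later lines were. Of these 500 circRNAs, 472 had passed the filter used here and 435 of them were past the screening rule. Position among these lines correlated with the limma p of the present fit (Spearman 0.511, highest of 1000 shuffles 0.163), which is consistent with lines sorted by the result of a group test before deposition.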
